# Profiling Analysis of Histone Modifications and Gene Expression in Lewis Lung Carcinoma Murine Cells Resistant to Anti-VEGF Treatment

**DOI:** 10.1371/journal.pone.0158214

**Published:** 2016-06-30

**Authors:** Dong Li, Jiejun Shi, Yanhua Du, Kaiming Chen, Zhenping Liu, Bing Li, Jie Li, Fei Tao, Hua Gu, Cizhong Jiang, Jianmin Fang

## Abstract

Tumor cells become resistant after long-term use of anti-VEGF (vascular endothelial growth factor) agents. Our previous study shows that treatment with a VEGF inhibitor (VEGF-Trap) facilitates to develop tumor resistance through regulating angiogenesis-related genes. However, the underlying molecular mechanisms remain elusive. Histone modifications as a key epigenetic factor play a critical role in regulation of gene expression. Here, we explore the potential epigenetic gene regulatory functions of key histone modifications during tumor resistance in a mouse Lewis lung carcinoma (LLC) cell line. We generated high resolution genome-wide maps of key histone modifications in sensitive tumor sample (LLC-NR) and resistant tumor sample (LLC-R) after VEGF-Trap treatment. Profiling analysis of histone modifications shows that histone modification levels are effectively predictive for gene expression. Composition of promoters classified by histone modification state is different between LLC-NR and LLC-R cell lines regardless of CpG content. Histone modification state change between LLC-NR and LLC-R cell lines shows different patterns in CpG-rich and CpG-poor promoters. As a consequence, genes with different level of CpG content whose gene expression level are altered are enriched in distinct functions. Notably, histone modification state change in promoters of angiogenesis-related genes consists with their expression alteration. Taken together, our findings suggest that treatment with anti-VEGF therapy results in extensive histone modification state change in promoters with multiple functions, particularly, biological processes related to angiogenesis, likely contributing to tumor resistance development.

## Introduction

Lung cancer is the most commonly diagnosed human cancer worldwide and accounts for 1.6 million of total new cancer cases and caused about 1.4 million of cancer-related deaths all over the world in 2008 [1]. To date, the majority of lung cancer cases are diagnosed at the advanced stage of the disease, leading to almost impossible curable surgical resection and poor prognosis. In non-small cell lung cancer (NSCLC), complete surgical resection of stage IA disease could lead to a best prognosis with up to 70% five-year survival rate [2]. Beyond surgery, other treatments include chemotherapy, radiotherapy, and palliative care. Target therapy of lung cancer is also applied to patients with advanced lung cancer [3]. Target therapy, such as anti-angiogenic therapy in treatment of NSCLC [4] or anti-EGFR therapy [5] has shown to improve survival of patients, but tumor resistance develops quickly in certain cases leading to cancer recurrence. Thus, better understanding of the underlying molecular mechanism of resistance to these target therapies could improve the treatment efficacy to control the advanced lung cancer and prolong survival of patients. Lung cancer pathogenesis, similar to many other cancers, is initiated by activation of oncogenes or inactivation of tumor suppressor genes, such as mutation of *K-ras* [6] or *p53* [7], *EGFR* amplification [5], COX-2 overexpression [8], or loss of RAR-β expression [9].

Moreover, epigenetic changes, i.e. DNA methylation or histone modification, and aberrant miRNA expression can also inactivate expression of tumor suppressor genes [10–12]. As the key regulator during angiogenesis, VEGF signaling is also regulated by epigenetic factors. For instance, the promoter methylation level of VEGF receptors has impact on their binding efficacy with VEGF in human umbilical endothelial cells (HUVECs) [13]. In another study, Zhang et al. had found correlation between VEGFA stimulation and H3K27ac dynamic at transcriptional regulatory elements which are functionally related to angiogenesis[14]. Besides VEGF, other pivotal factors in angiogenesis are also fine-tuned in epigenetic way, like the placental growth factor (PlGF) and the hypoxia-inducible factor (HIF) [15]. These findings all imply the close bond between epigenetic changes and angiogenesis. Our previous study has found that prolonged use of anti-VEGF agents promoted tumor resistance by upregulating angiogenesis-related genes [16]. However, little is known about the changes of histone modification states in promoters and the role of corresponding epigenetic regulation. Here, we apply a mouse Lewis lung carcinoma (LLC) cell line to profile histone modifications in tumor sensitive sample (LLC-NR cell line) and tumor resistant sample (LLC-R cell line) after anti-VEGF treatment. The results show that histone modification changes consist with gene expression changes. Especially, altered promoter activity of angiogenesis-related genes may help develop resistance to anti-VEGF therapy.

## Materials and Methods

### Cell line and culture

A murine Lewis lung carcinoma cell line LLC was obtained from the Cell Bank of the Chinese Academy of Sciences (Shanghai, China) and cultured in Dulbecco’s modified Eagle's medium (DMEM) medium (Life Technologies, Gaithersburg, MD) supplemented with 10% fetal bovine serum (FBS, Life Technologies) in a humidified incubator with 5% CO_2_ at 37°C. To develop tumor resistance to anti-VEGF therapy, a murine LLC cell line (LLC-R) was developed that was resistant to a potent VEGF inhibitor, VEGF-Trap, through five round of *in vivo* selection by continuous treatment with VEGF-Trap as previously described [16].

### Animal model of lung cancer isografts

Total 20 six- to eight-week-old C57BL/6J female mice were purchased from SLRC Laboratory Animal Co., Ltd. (Shanghai, China) and housed in the specific pathogen-free animal facility in Tongji University (Shanghai, China) for one week before experiments. Mice had *ad libitum* access to filtered tap water in a specific pathogen free animal room under supervision. The facility staff monitored daily animal health care and took care of commercial feed supply, cages and beddings cleaning, animal observation and report, etc. All animal experiments were performed in accordance with the ethical guidelines of the Tongji University Laboratory Animal Care and Use Committee. All surgery was performed under sodium pentobarbital anesthesia, and all efforts were taken to minimize suffering. LLC-R and LLC-NR cells (5 × 10^5^ cells/mouse) were subcutaneously inoculated into the right flanks of C57BL/6J mice (n = 10/group, total 20 mice) to allow tumor isografts to grow to an approximate size of 500 mm^3^ (tumor volume = (length × width × height)/2) and then tumor isograft tissues were dissected and used for further study. Although we applied humane end points in our study, no mice became severely ill or injured prior to the experimental endpoint. All mice were euthanized by intraperitoneal injection of sodium pentobarbital (500 mg/kg, Sigma-Aldrich, St. Louis, MO) in the end of experiments.

### Preparation of nuclei from tumor isografts

Tissue sections of each isograft (up to 150 mg in weight) were prepared for approximately 300 microns in thickness and cross-linked with 1.8% formaldehyde for 15 min at room temperature and formaldehyde was then inactivated by addition of 125 mM glycine. Tissue homogenate were then harvested for extraction of nuclei in 500 μL RNase digestion buffer and digested with 12000 units of micrococcal nuclease at 37°C for 20 min. The samples were held in ice and EDTA solution was added into the samples for a final concentration of 10 mM to stop RNase digestion. The pelleted nuclei were next re-suspended in 500 μL of the sonication buffer and sonicated for three times with 20 s pulses using Qsonica XL-2000 (Qsonica, LLC, Newtown, CT) to break the nuclear membrane. After that, supernatant of the clarified lysates was transferred into a new tube. Total 25 μL of samples were subjected to reversal of the cross-linking and genomic DNA was extracted and separated using gel electrophoresis.

### Chromatin immunoprecipitation-sequencing (ChIP-seq)

Each (3–5 μg) of different histone modification antibodies (i.e. H3K4me3, #ab8580; H3K27me3, #ab6002; H3K36me3, #ab9050; H3K9ac, #ab10812; all from Abcam) were used to immunoprecipitate the above RNase-digested chromatin (10–20 μg) in 400 μL of the ChIP buffer by incubation of these ChIP samples overnight at 4°C with rotation. On the next day, 30 μL of ChIP-Grade Protein G Magnetic Beads (Cell Signaling Technology, Danvers, MA) were added into each sample and incubated for another 2 h. After washed with salt buffers, the immunoprecipitated chromatin was then eluted. The resulted eluted DNA fragments were sequenced using an Illumina HiSeq2000 at BGI-Shenzhen (Beijing Genomics Institute, Shenzhen, China).

### Bioinformatics analysis of ChIP-seq data

ChIP-seq reads were mapped to mm9 assembly of Mus musculus reference genome using Bowtie (v 0.12.7) [17] with up to two mismatches. The genome sequence and gene model annotation were downloaded from UCSC Genome Bioinformatics Site (http://genome.ucsc.edu/). The statistics of total reads and uniquely mapped reads were summarized in S1 Table. Only the uniquely mapped reads were subjected to further analysis. GeneTrack is a bioinformatics software package for storing, querying and visualizing interval oriented data with an algorithm that is suitable for the peaks to have a prior known width [18]. Theoretically, the width of histone modifications is uniform and equal to nucleosomal DNA (about 147 bp). Thus, the aligned ChIP-seq reads were applied for peak calling using GeneTrack software. The gene promoters were defined as 1 kb upstream to 0.5 kb downstream regions relative to the transcription start site (TSS).

### Correlation between gene transcription level and histone modification level in promoters

The gene transcription levels of both drug resistant and non-resistant tumor samples were determined according to our previous study [16]. The values of fragments per kilobase per million fragments mapped (FPKM) calculated by Cufflinks were used to evaluate the transcript abundance.

The histone modification level at promoter was evaluated in two different approaches for comparison purpose. In first approach, raw reads count in each promoter were used to measure the enrichment of each histone modification. The second approach is based on the fitted peak occupancies calculated by GeneTrack. Specifically, the histone modification enrichment is quantified as the sum of fitted peak occupancies whose midpoint located inside the same gene’s promoter region. Then the Spearman correlation coefficients were calculated between transcription levels and histone modification enrichment at promoter of all genes.

### Defined promoter CG content and transcription activity

The promoter classification according to their CpG content was retrieved from previous study [19]. Briefly, HCPs were promoters containing a 500 bp interval, which had a G/C content ≥ 55% and a CpG observed to expected ratio (O/E) ≥ 0.6. However, if gene promoters had less than 500-bp interval with CpG O/E ≥ 0.4, they were classified as LCPs and otherwise the promoters were defined as ICPs.

The transcription activity of each promoter was determined by its histone modification state. The occupancy of histone modification in a promoter was represented by the normalized tag count. The mean value occupancy of H3K4me3, H3K9ac, and H3K27me3 in all promoters was denoted as M(H3K4me3), M(H3K9ac) and M(H3K27me3), respectively. Because both H3K4me3 and H3K9ac are active markers, “active” state should meet the following requirements: occupancy of H3K4me3 ≥ 2 × M(H3K4me3) or occupancy of H3K9ac ≥ 2 × M(H3K9ac) but occupancy of H3K27me3 < M(H3K27me3). In contrast, “repressive” promoters are the ones with occupancy of H3K27me3 ≥ M(H3K27me3) but exclusive of “active” promoters. The “bivalent” promoters are the ones with occupancy of H3K4me3 ≥ 2 × M(H3K4me3) or occupancy of H3K9ac ≥ 2 × M(H3K9ac) and occupancy of H3K27me3 ≥ M(H3K27me3). The rest of promoters are defined as “none” promoters.

### Quantitative PCR

To confirm the peaks identified by ChIP-seq analysis, qPCR was carried out in triplicate by using 20 ng of DNA sample in a 20 μL reaction volume with the SYBR Green master mix (TaKaRa biotechnology, Dalian, China) in a 7500 ABI Prism Sequence Detection System (Applied Biosystems, Foster City, CA) machine. Primers were designed and shown in S2 Table. For each reaction, a mixture contained 2 μL of DNA (Input or IgG-immunoprecipitated sample), 10 μL 2 × SYBR Green master mix, 1 μL (10 μM) of each primer, 0.4 μL Dye II, and 5.6 μL nuclease free H2O. qPCR amplification was set with a pre-amplification cycle at 95°C for 10 min followed by 40 cycles of amplification (10 s at 95°C and 60 s at 60°C). Enrichment in the promoter regions was measured as the percentage of the immune-precipitated samples normalized to the input samples. qPCR data were referred to a biological control sample and presented as means ± SEM. Student’s t test was performed for statistical analysis.

### Data accession

The ChIP-seq data sets have been deposited in Gene Expression Omnibus (GEO) database under accession number GSE70753.

## Results

### Histone modification levels correlate with gene expression

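Chromatin was prepared from isografts of LLC-NR cells, which are sensitive to the VEGF inhibitor VEGF-Trap, and from isografts of LLC-R cells, which were selected for resistance to it in mice. Nucleosomes released by micrococcal nuclease were immunoprecipitated with an antibody against H3K4me3, H3K9ac, H3K27me3 or H3K36me3, and the eluted DNA was sequenced. There was 1 library per line and mark, 8 in all, so there are no replicates, and no test between LLC-NR and LLC-R tumors was possible. The authors aligned the reads to mm9 with Bowtie, kept uniquely mapped reads and called peaks in each library with GeneTrack. The deposited data list the chromosome, start and end of each peak and hold no read count or fitted occupancy. Every peak is 147 bp wide, and peaks of a library do not overlap. For H3K4me3, the LLC-NR library had 14647219 uniquely mapped reads in the paper's S1 Table and 5678337 peaks, and the LLC-R library had 12127176 reads and 5660458 peaks. For H3K9ac, the numbers were 48114878 reads and 8547101 peaks in LLC-NR and 27556122 reads and 7853593 peaks in LLC-R. H3K27me3 had 25509157 reads and 7245090 peaks in LLC-NR and 54675851 reads and 9101721 peaks in LLC-R. H3K36me3 had 18638183 reads and 6432447 peaks in LLC-NR and 43248700 reads and 8747519 peaks in LLC-R. Peaks covered from 31.3% of the genome in the H3K4me3 library of LLC-R to 50.4% in the H3K27me3 library of LLC-R. In place of occupancy, the level of a mark was measured as the number of peaks with their midpoint in the promoter, from 1 kb upstream to 0.5 kb downstream of the TSS, for 22359 protein-coding genes of GENCODE vM1 and the TSS shared by most transcripts of each gene. This number saturates, since no promoter held more than 9 peaks of any of the 3 promoter marks in either line. For comparisons between the lines, it was divided by the number of uniquely mapped reads of the library. Intervals for shares of promoters are exact binomial 95% intervals and cover counting error only. Intervals for ratios of mean levels come from resampling whole chromosomes and do not stand for replicate error.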

To gain insights into the role of histone modifications in the regulation of gene transcription during tumor resistance to anti-VEGF therapy in LLC tumors, we profiled genome-wide occupancy of key histone modifications (H3K4me3, H3K27me3, H3K36me3, and H3K9ac) for anti-VEGF therapy using high throughput sequencing. It has been shown that deposition of histone modifications in the promoter regions plays an important role in regulating gene transcription[20]. Therefore, we examined the enrichment of H3K4me3, H3K27me3, and H3K9ac at gene promoters and correlated it with gene expression. 

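Enrichment at promoters was compared with 1486568 windows of 1.5 kb that lie at least 5 kb from any TSS. Only windows with a peak in at least 1 library were kept. Promoters were not selected in this way, which lowers their means and their ratios to the background. The mean number of H3K4me3 peaks per promoter was 4.91 ± 2.06 (SD across promoters) in LLC-NR and 4.60 ± 1.90 in LLC-R, which is 1.45-fold and 1.36-fold the mean of the background windows. H3K9ac was at 1.06-fold the background in LLC-NR and 1.04-fold in LLC-R. H3K27me3 was at 1.03-fold the background in LLC-NR and 0.983-fold in LLC-R. Across the 21726 promoters with a peak in at least 1 library, the Spearman correlation between the numbers of H3K4me3 and H3K9ac peaks was 0.41 in LLC-NR and 0.32 in LLC-R. The correlation between H3K4me3 and H3K27me3 was 0.05 in LLC-NR and 0.10 in LLC-R. The same mark correlated between LLC-NR and LLC-R with 0.67 for H3K4me3, 0.47 for H3K9ac and 0.52 for H3K27me3. These correlations are across promoters, which are not independent replicates.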

Our results show that the occupancy level of active histone marks (H3K4me3 and H3K9ac) are positively correlated with gene expression whereas repressive histone mark (H3K27me3) is negatively correlated with gene expression (Fig 1). This is consistent with the conclusion that histone modification levels can serve predictive marks for gene expression [21].

**Fig 1:**
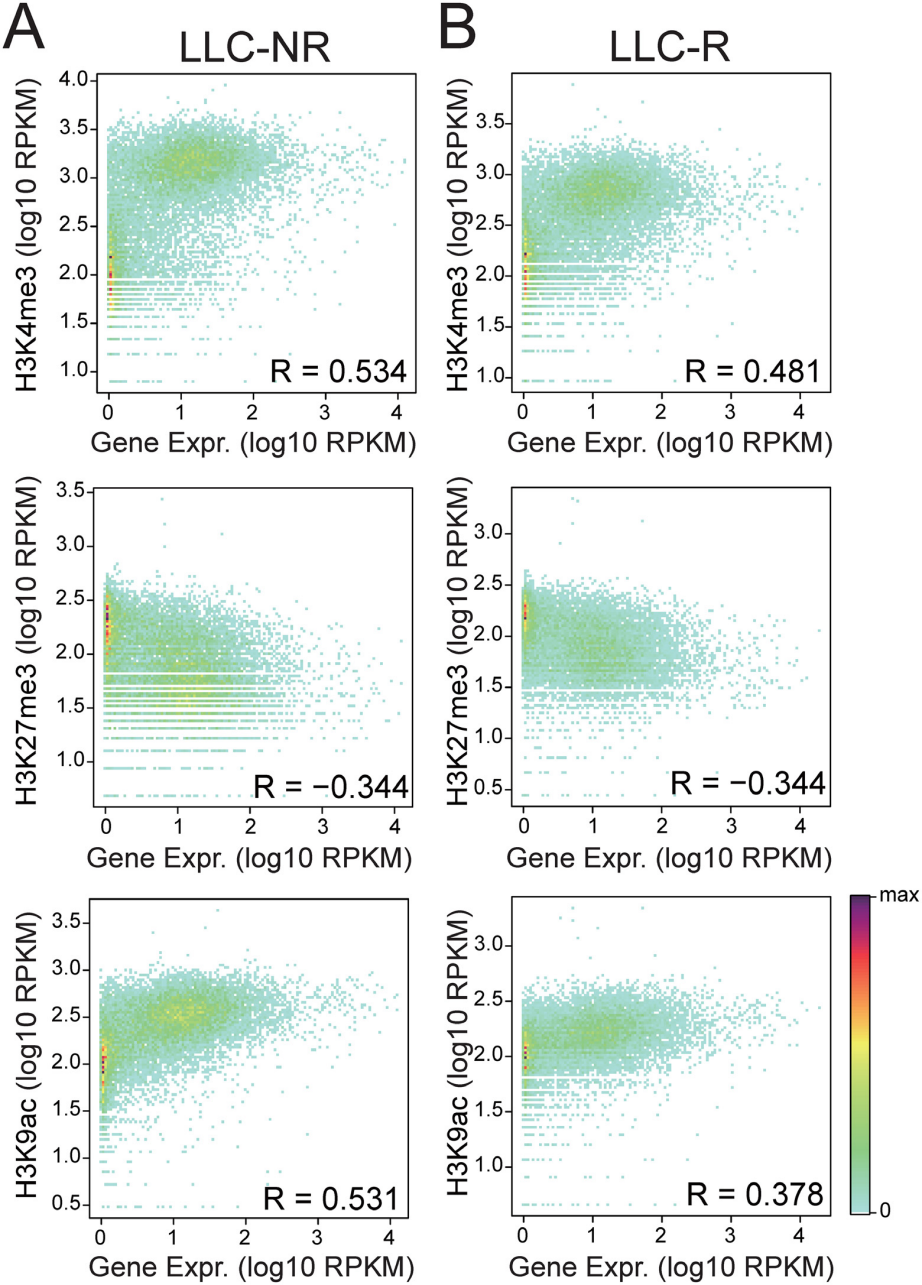
Correlation of histone modification profiles at all promoters and gene expression. The scatter plots show the correlation in LLC-NR sample (A) and LLC-R sample (B), respectively. The Spearman correlation coefficients are shown.

### Active histone modification levels are increased in promoters in LLC-R tumors

Motivated by the fact that promoters with different CpG level have distinct histone modification state [19], we further proceeded with analysis of histone modification state in different groups of promoters categorized by CpG level and its correlation with gene expression. 

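The CpG class of each promoter was computed from the mm9 sequence by the rule of the methods, with 500-bp intervals searched from 1 kb upstream to 0.5 kb downstream of the TSS. Among the 22359 promoters, 12115 contained an interval with a G/C content of at least 55% and a CpG observed to expected ratio (O/E) of at least 0.6. Another 6325 promoters had no interval with a CpG O/E of at least 0.4, and the remaining 3919 were intermediate. With intervals searched from 0.5 kb upstream to 2 kb downstream, the alternative that moved these numbers most, the classes held 12644, 5146 and 4569 promoters, respectively.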

We grouped promoters by their CpG level and obtained 9,624 CpG-rich promoters (HCPs), 2,801 intermediate CpG level promoters (ICPs) and 2,543 CpG-poor promoters (LCPs). 

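Mean numbers of H3K4me3 peaks per promoter in LLC-NR were 6.05 ± 1.35 (SD across promoters) in HCPs, 4.04 ± 1.92 in ICPs and 3.27 ± 1.88 in LCPs, against 3.38 ± 1.57 in background windows of the same length. In LLC-R they were 5.60 ± 1.31 in HCPs, 3.86 ± 1.78 in ICPs and 3.16 ± 1.78 in LCPs, against 3.39 ± 1.5 in background windows. H3K9ac gave 5.85 ± 1.38, 5.38 ± 1.90 and 4.91 ± 2.17 peaks in HCPs, ICPs and LCPs of LLC-NR, with 5.17 ± 1.74 in background windows. For H3K9ac in LLC-R, the means were 5.24 ± 1.32 in HCPs, 4.87 ± 1.81 in ICPs, 4.47 ± 2.07 in LCPs and 4.76 ± 1.68 in background windows. Both active marks therefore ranked HCPs above ICPs and ICPs above LCPs in each line. The mean of LCPs was below that of the background windows. However, LCPs without a peak in any library were kept and such windows were left out. These means therefore do not tell whether LCPs lie below the background. Promoter states were assigned by the rule in the legend of Fig 2, with the mean over all promoters of the sample as threshold. A promoter with H3K4me3 or H3K9ac at or above its mean is active when H3K27me3 is below its mean and bivalent otherwise. Of the others, those with H3K27me3 at or above its mean are repressive and the rest none. By this rule, 40.3% of HCPs (95% interval 39.4% to 41.2%), 19.6% of ICPs (18.4% to 20.9%) and 15.7% of LCPs (14.8% to 16.6%) were active in LLC-NR. The active share in LLC-R was 38.6% of HCPs (37.8% to 39.5%), 18.2% of ICPs (17.0% to 19.5%) and 15.0% of LCPs (14.1% to 15.9%). Bivalent promoters made up 52.1% of HCPs and 41.2% of LCPs in LLC-NR, and 54.1% and 48.8% in LLC-R. The rule in the methods, with active marks at or above 2 times the mean, left 0 active or bivalent promoters, because 2 times the mean lay between 9.21 and 11.0 peaks for these marks while the highest number in a promoter was 9. With the read-scaled LLC-NR mean as threshold in both samples, 96.5% of HCPs and 76.1% of LCPs were active in LLC-R. This threshold lies at 9.77 H3K27me3 peaks in LLC-R, above the highest number of 9, so that under it every LLC-R promoter with an active mark is active by construction.

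**Figure D1:**
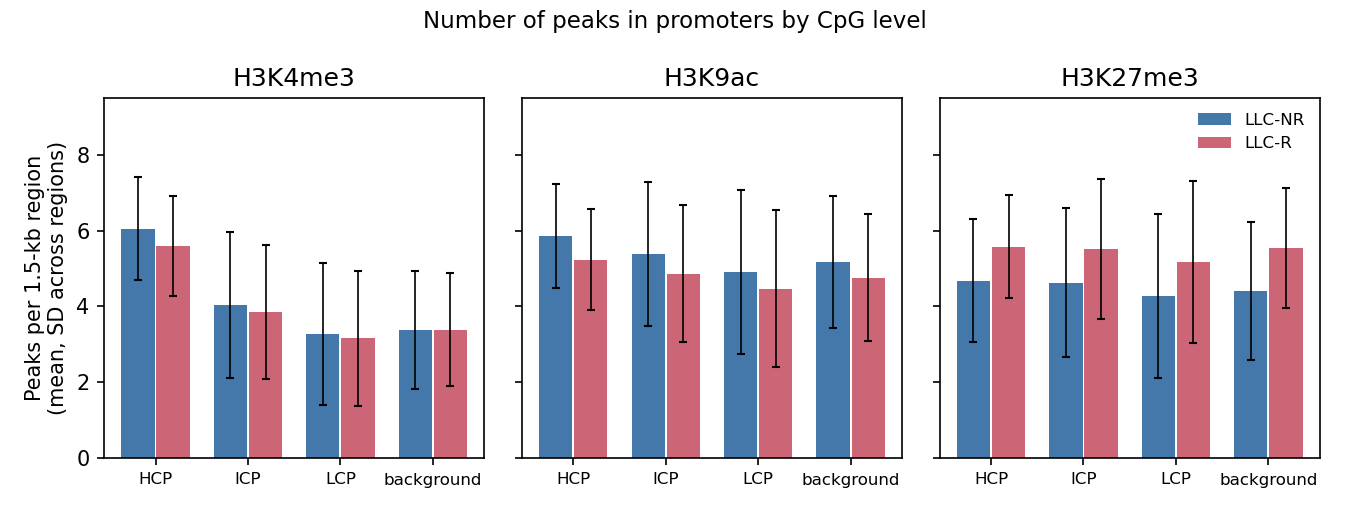
Mean number of peaks per 1.5-kb region (bars) with the SD across regions (lines) for HCPs, ICPs, LCPs and background windows in LLC-NR and LLC-R, with 1 library per bar. Windows without a peak in any library were left out, and promoters without one were kept. H3K4me3 falls from 6.05 peaks in HCPs to 3.27 in LCPs of LLC-NR, while H3K27me3 stays between 4.28 and 4.68 peaks across the classes of LLC-NR.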

Active histone modifications (H3K4me3 or H3K9ac) are highest in HCPs, intermediate in ICPs, and lowest in LCPs in both LLC-NR and LLC-R tumors (Fig 2A). 

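Scaled by uniquely mapped reads, the mean number of H3K4me3 peaks per promoter was higher in LLC-R than in LLC-NR, with a log2 ratio of 0.16 in HCPs (95% interval 0.15 to 0.17), 0.21 in ICPs (0.18 to 0.23) and 0.22 in LCPs (0.19 to 0.25). The H3K9ac ratios were 0.64 in HCPs (0.63 to 0.65), 0.66 in ICPs (0.64 to 0.68) and 0.67 in LCPs (0.66 to 0.69). Background windows moved in the same direction by more, with log2 ratios of 0.28 for H3K4me3 and 0.68 for H3K9ac. Scaled so that the background windows were equal in both lines, H3K4me3 was lower in LLC-R, at -0.12 in HCPs, -0.071 in ICPs and -0.052 in LCPs. H3K9ac scaled in this way was at -0.040 in HCPs, -0.024 in ICPs and -0.014 in LCPs, and the interval for LCPs included 0. Scaled by each library's own peaks, H3K4me3 was at -0.11, -0.062 and -0.043 in HCPs, ICPs and LCPs, and H3K9ac at -0.038, -0.022 and -0.012, again with 0 inside the interval for LCPs. The sign of the change in both active marks thus depends on the scaling. Without any scaling, 43.5% of the 22359 promoters held fewer H3K4me3 peaks in LLC-R than in LLC-NR and 25.5% held more, and the shares for H3K9ac were 50.6% and 19.1%.

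**Figure D2:**
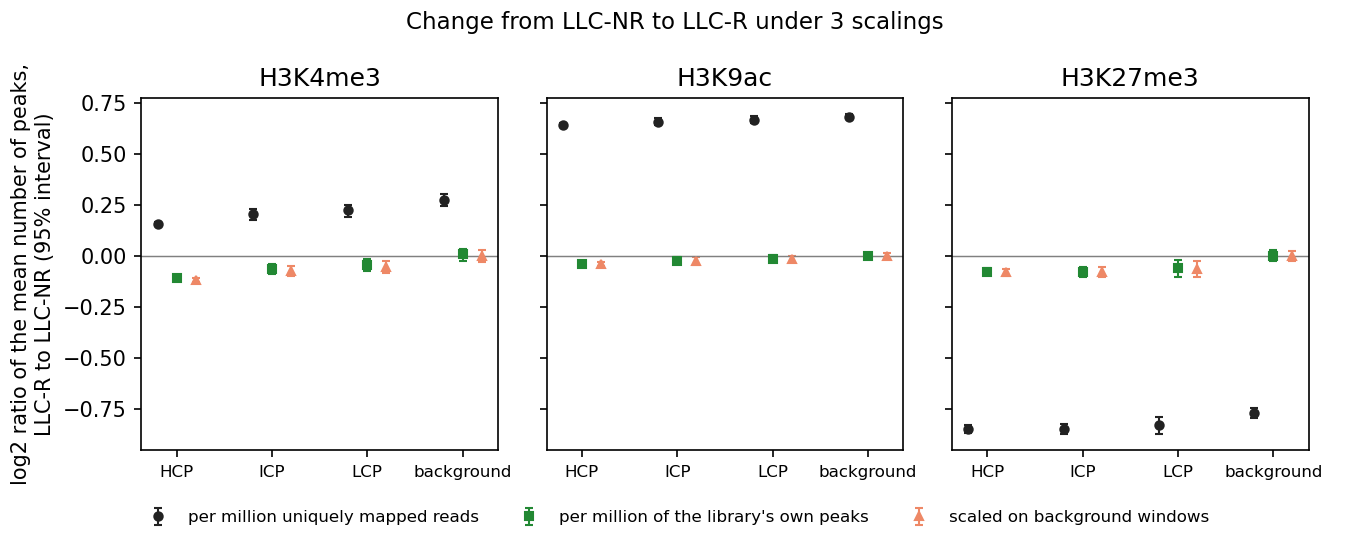
Log2 ratio of the mean number of peaks in LLC-R to that in LLC-NR for HCPs, ICPs, LCPs and background windows under 3 scalings, with 95% intervals from resampling chromosomes. The H3K4me3 ratio of HCPs is 0.16 by reads and -0.12 when scaled on background windows, and the H3K27me3 ratios of HCPs, ICPs and LCPs are negative under each scaling.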

Careful examination found that active histone modification levels in each group of promoters are higher in LLC-R than in LLC-NR tumors. Conversely, the repressive histone modification level in all promoters is much lower in LLC-R than in LLC-NR tumors. This suggests that the genes whose promoters with increased active histone modification level may contribute to tumor resistance to anti-VEGF therapy.

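H3K27me3 was lower in LLC-R when scaled by uniquely mapped reads, with a log2 ratio of -0.85 in HCPs (95% interval -0.87 to -0.83), -0.85 in ICPs (-0.87 to -0.82) and -0.83 in LCPs (-0.87 to -0.79). The background windows of these libraries had a ratio of -0.77. Relative to them, the ratio was -0.077 in HCPs, -0.079 in ICPs and -0.061 in LCPs, and none of the 3 intervals included 0. Scaled by each library's own peaks, the ratios were -0.075, -0.077 and -0.059. Either scaling applies a common factor, which does not remove saturation that differs between promoters and the rest of the genome. The number of peaks without scaling went the other way, with 4.68 ± 1.62 peaks per HCP (SD across promoters) in LLC-NR and 5.58 ± 1.37 in LLC-R, and with 58.4% of all promoters holding more peaks in LLC-R and 15.0% fewer. The LLC-R library had 2.14 times the uniquely mapped reads of the LLC-NR library and 1.26 times its peaks.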

**Fig 2:**
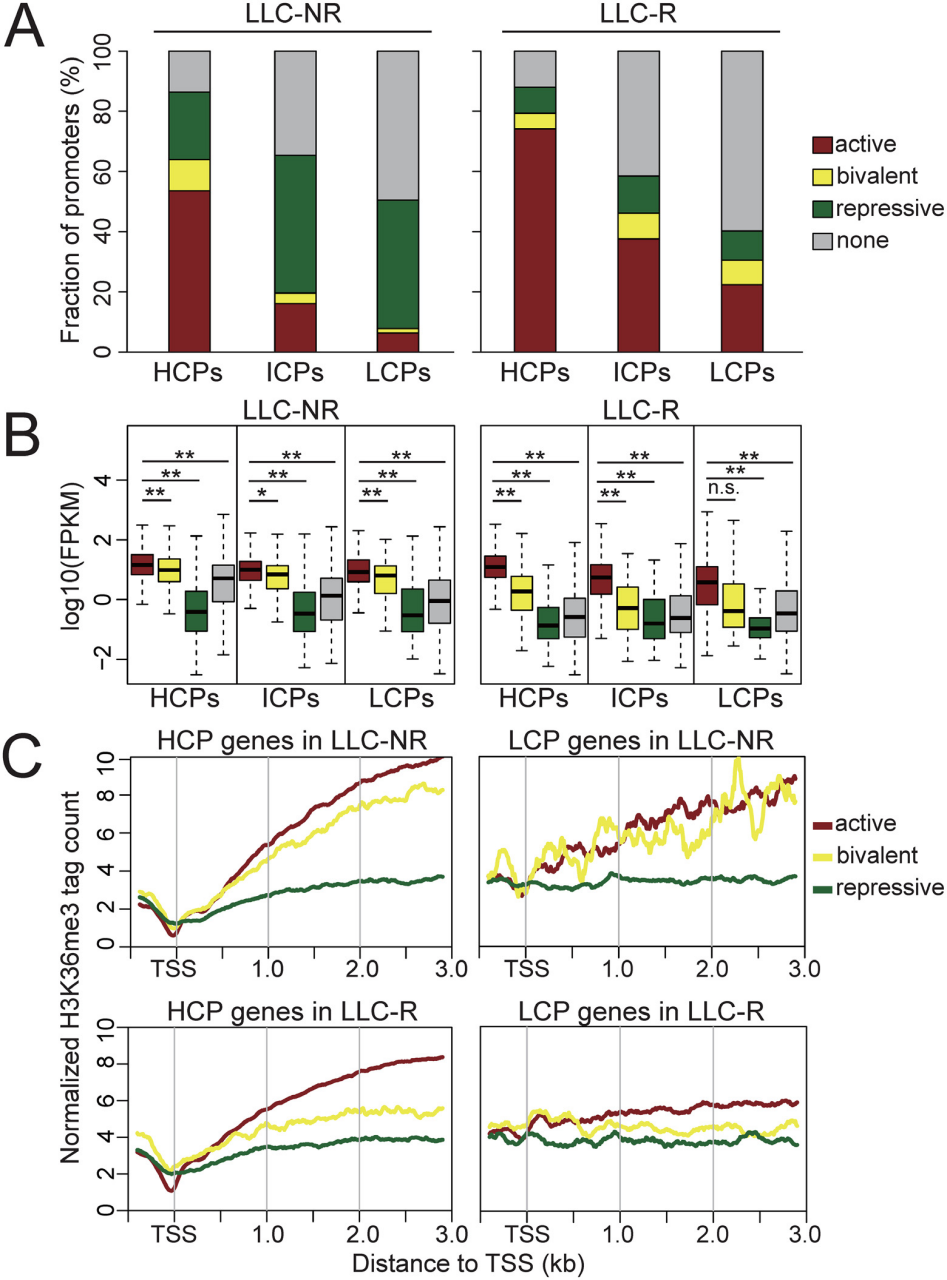
Histone modification levels are predictive for expression of genes categorized by CpG level in promoter. (A) Composition of all promoters classified by histone modification occupancy. “Active” promoters contain occupancy of the active histone marks (H3K4me3 or H3K9ac) higher than the average level of all promoters but occupancy of the repressive histone mark (H3K27me3) lower than the average level. “Repressive” promoters contain occupancy of H3K27me3 higher than the average level and are exclusive of the “active” promoters. “Bivalent” promoters contain occupancy of H3K4me3 or H3K9ac higher than the average level and occupancy of H3K27me3 higher than the average level. “None” promoters are the rest. (B) Box plots show expression levels of genes in each category in (A). (** *p*-value ≤ 0.01, * *p*-value ≤ 0.05, n.s. *p*-value > 0.05, Student’s *t* test.) (C) H3K36me3 profiles in different sets of genes classified in (A). HCP: CpG-rich promoters, ICP: intermediate-CpG-level promoters, LCP CpG-poor promoters.

Consistent with the predictive role in gene expression of histone modifications, we found that regardless of CpG level in promoters, genes whose promoter with active histone modifications had highest transcription level, genes whose promoter with bivalent histone modifications had second highest transcription level, and genes whose promoter with repressive histone modification had lowest transcription level (Fig 2B). H3K36me3 is a transcription elongation mark and enriched across the gene body [20]. Indeed, H3K36me3 level is positively correlated with gene transcription level. That is, H3K36me3 level is highest in genes whose promoter with active histone modifications, intermediate in genes whose promoter with bivalent histone modifications, and lowest in genes whose promoter with repressive histone modification (Fig 2C).

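H3K36me3 was measured as the number of peaks per kb from 0.5 kb to 3 kb downstream of the TSS and was compared within each library, so that no scaling enters. In LLC-NR, genes with active HCPs had 3.31 ± 0.781 peaks per kb (SD across 4884 genes), those with bivalent HCPs 3.06 ± 0.809 (6317 genes), those with repressive HCPs 2.41 ± 0.796 (536 genes) and those with none HCPs 1.81 ± 1.44 (378 genes). In LLC-R, the means for HCPs in the same order were 4.08, 3.98, 3.63 and 2.83 peaks per kb. The none group takes in every promoter without a peak in any library. H3K36me3 was not measured with these left out, so the low means of this group may in part reflect them. LCP genes of LLC-NR had 2.77 peaks per kb (standard error across genes 0.0277) when active, 2.71 (0.0159) when bivalent, 2.47 when repressive and 1.28 when none, so that active and bivalent genes differed by less than 2 standard errors of their difference. In LLC-R, bivalent LCP genes had a higher mean than active ones, with 3.79 (0.0114) against 3.66 (0.0244) peaks per kb, and repressive genes had 3.52. ICP genes of LLC-NR had 3.04 (0.0327) peaks per kb when active, 2.77 (0.0179) when bivalent and 2.45 when repressive. In ICPs of LLC-R, bivalent genes had 3.84 (0.0129) and active genes 3.81 (0.0246) peaks per kb, a difference of the size of the standard errors. The difference between active and repressive genes was 0.90 peaks per kb for HCPs and 0.30 for LCPs in LLC-NR, and 0.45 and 0.14 in LLC-R. Over the whole gene body, the alternative that moved it most, the difference in LCPs of LLC-NR was 0.60. Sizes of these differences cannot be compared between the lines. The H3K36me3 library of LLC-R has 2.32-fold the reads of that of LLC-NR, and the number of peaks saturates.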

### Histone modification change in promoters involves in tumor resistance to anti-VEGF therapy

To investigate how histone modifications change between LLC-NR and LLC-R tumors and its functions in tumor resistance to anti-VEGF therapy, we analyzed the transition of histone modification states in promoters between LLC-NR and LLC-R tumors. 

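States were compared promoter by promoter, each line with its own means as thresholds. Of the 4681 HCPs active in LLC-R, 61.4% (95% interval 60.0% to 62.8%) were also active in LLC-NR, and of the 947 active LCPs, 32.0% (29.0% to 35.1%) were. In the other direction, 58.9% (57.5% to 60.3%) of the 4884 HCPs and 30.6% (27.7% to 33.5%) of the 991 LCPs active in LLC-NR were active in LLC-R. Most of the other active HCPs of LLC-NR became bivalent, at 37.1% (35.8% to 38.5%), and 50.9% (47.7% to 54.0%) of the active LCPs did. With the read-scaled LLC-NR mean as the threshold in both samples, 99.1% of active HCPs and 94.2% of active LCPs of LLC-NR were active in LLC-R, while 41.4% of the HCPs and 19.4% of the LCPs active in LLC-R were active in LLC-NR. That threshold lies at 9.77 H3K27me3 peaks in LLC-R, where no promoter has more than 9, so an active promoter could not become bivalent and these shares are no test of the state. The same fixed threshold scaled by each library's own peaks, an alternative chosen after the values were seen, gave 56.2% and 23.1% for active promoters of LLC-NR. From 29.5% to 53% of promoters in a library held a number of peaks next to the mean of the mark, where a difference of 1 peak changes the call.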

Surprisingly, all “active” promoters in LLC-R tumor remain “active” in LLC-NR tumor (Fig 3A). 

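Of the 6317 HCPs bivalent in LLC-NR, 26.3% (95% interval 25.3% to 27.4%) were active in LLC-R. Of the 2606 bivalent LCPs, 13.1% (11.8% to 14.4%) were. The read-scaled LLC-NR mean as the threshold in both samples gave 98.6% and 97.6%. It amounts to 9.77 H3K27me3 peaks in LLC-R, more than the 9 that any promoter holds, so no promoter of LLC-R can stay bivalent under it and the rise follows from the threshold.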

Approximately 80% of “bivalent” promoters in the sensitive tumor cells resolve to the “active” status in the resistant tumor cells. The remaining “bivalent” promoters in LLC-NR tumor remain the “bivalent” status in LLC-R tumor. The pattern of histone modification changes in “active” and “bivalent” promoters is the same between HCPs and LCPs. In contrast, higher percentage of “repressive” LCPs lose H3K27me3 mark from LLC-NR to LLC-R than “repressive” HCPs. 

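Bivalent promoters of LLC-NR that stayed bivalent in LLC-R made up 69.4% (95% interval 68.2% to 70.5%) of HCPs and 75.7% (74% to 77.3%) of LCPs. Those that turned repressive made up 3.34% of HCPs and 8.48% of LCPs. Active promoters that lost every call made up 3.19% of HCPs and 9.49% of LCPs.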

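There were 536 repressive HCPs and 822 repressive LCPs in LLC-NR. H3K27me3 fell below its mean in LLC-R in 21.5% of the HCPs (95% interval 18.1% to 25.2%) and in 30.2% of the LCPs (27.0% to 33.4%). Repressive promoters more often gained an active mark while H3K27me3 stayed above its mean, with 58.0% of the HCPs and 52.1% of the LCPs becoming bivalent. With the read-scaled LLC-NR mean as the threshold in both samples, H3K27me3 fell below it in 100% of both groups by construction, because it lies at 9.77 LLC-R peaks and no promoter holds more than 9. With active marks at or above 2 times the mean, no promoter is active or bivalent. Every promoter with H3K27me3 at or above its mean is then repressive, 6853 HCPs and 3428 LCPs. In this other set the shares were 26.8% of HCPs and 19.3% of LCPs, which is no test of the order above.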

Contrarily, more “none” HCPs become “active” from LLC-NR to LLC-R than “none” LCPs (Fig 3A). 

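Of the 378 HCPs without a state in LLC-NR, 17.7% (95% interval 14.0% to 22.0%) were active in LLC-R, and of the 1906 such LCPs, 9.60% (8.32% to 11.0%) were. The read-scaled LLC-NR mean as the threshold in both samples gave 45.2% and 32.4%, with no promoter of LLC-R able to reach its 9.77 H3K27me3 peaks. Over all states, 1805 HCPs became active in LLC-R and 2008 left the active state, and 644 LCPs became active and 688 left it. Any change of state was found in 37.3% of HCPs, 37.7% of ICPs and 39.4% of LCPs.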

The impact of the histone modification change in promoters on gene expression is consistent with the predictive roles of histone modification for gene expression. That is, increase of active marks or loss of repressive marks results in upregulation of gene transcription, vice versa. For example, there is no difference in expression of the genes whose promoters remain “active” in both LLC-NR and LLC-R. The genes showed increased expression whose promoter states change from “repressive” or “none” to “active” (Fig 3B). Functional analysis of HCP genes with gain of active histone modifications or loss of repressive histone modifications in their promoter revealed that they were enriched for “MAPK signaling pathway”, “p53 signaling pathway”, “Pathways in cancer” (Fig 3C). The increased activity of genes in MAPK signaling pathway consists with the previous finding that VEGF-C can induce VEGFR2 phosphorylation [22] and thus stimulate angiogenesis [23]. Gene Ontology (GO) analysis of counterpart LCP genes identified enrichment for “Chemokine signaling pathway”, “Hematopoietic cell lineage”, et al. (Fig 3C). This suggests that histone modification changes regulate different sets of genes with distinct functions and exploit alternative signaling pathways to contribute to resistance to anti-angiogenesis therapy.

**Fig 3:**
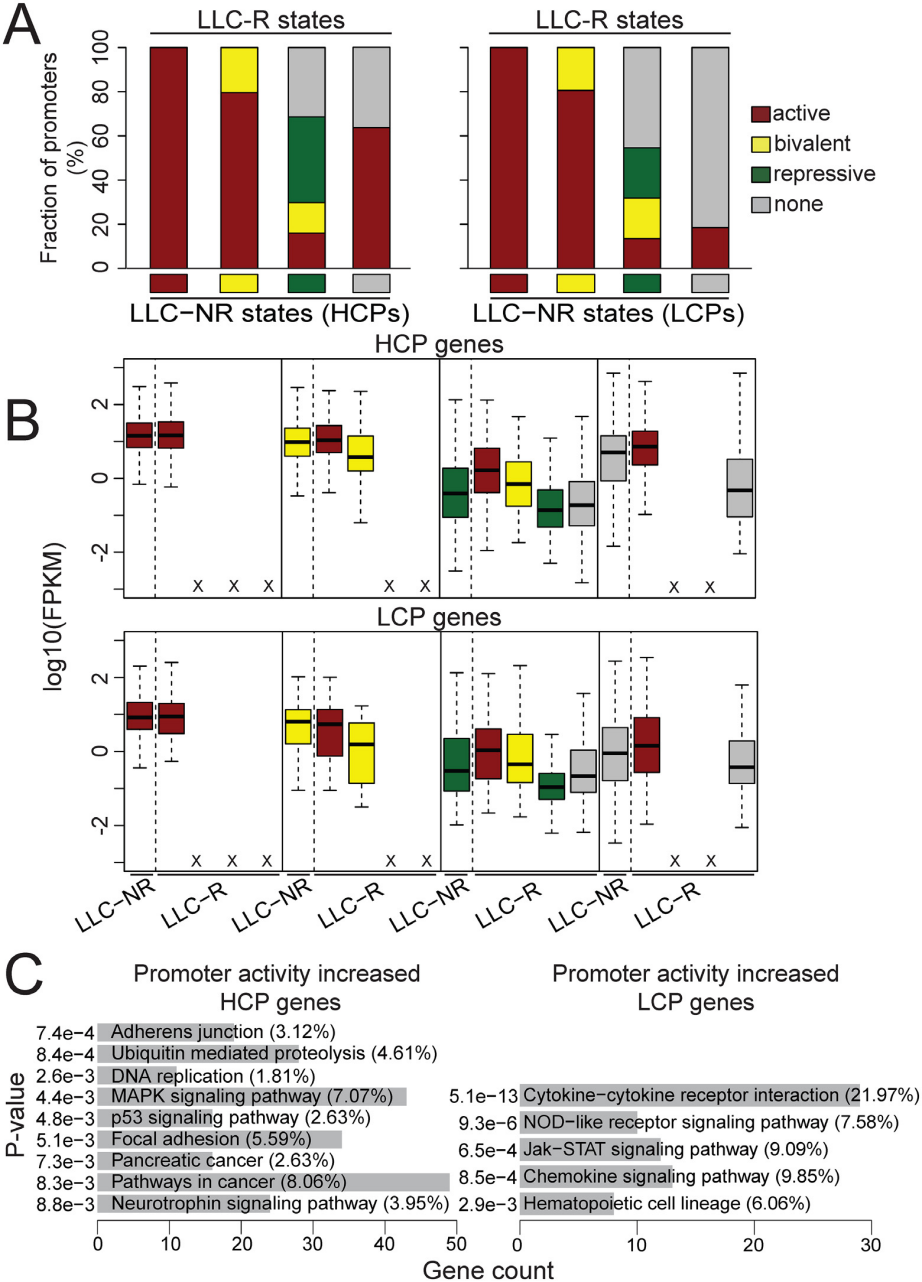
Histone modification state changes in promoters regulate gene expression in tumor resistance. (A) Proportion of all promoters in LLC-NR with a specific histone modification state that change to each histone modification state in LLC-R. Histone modification states in LLC-NR cells are indicated below each bar. The promoter classification is the same as in Fig 2. (B) Expression level changes of each category of genes classified in (A) during tumor resistance. Genes whose promoters gain active or lose repressive histone modifications are associated with increased expression. (C) GO analysis of genes whose promoters gain active or lose repressive histone modifications during tumor resistance. Gene count as a percentage of genes in each GO term is indicated in parentheses.

### Histone modification changes regulate expression of angiogenesis related genes that may contribute to tumor resistance to anti-VEGF therapy

Our previous transcriptomic profiling study has shown that differentially expressed genes in tumor resistance are enriched in the biological processes related to angiogenesis and inhibition of VEGF-C in resistant tumor cells can restore sensitivity to anti-VEGF therapy[16]. To investigate the role of histone modifications in tumor resistance, we correlated histone modification changes in angiogenesis related genes with their expression changes. The results show that histone modification changes in the promoters of these genes consist with the expression changes. Specifically, up-regulated genes in resistant tumor cells show increase in active histone modification marks and decrease repressive histone modification mark. Conversely, down-regulated genes show decrease in active histone modification marks and increase repressive histone modification mark (Fig 4A, Table 1). 

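The 6 genes that Table 1 lists as upregulated all have HCPs. The promoter of Lepr on chromosome 4 held 7 H3K4me3 peaks in LLC-NR and 5 in LLC-R, 7 and 5 H3K9ac peaks, and 8 and 7 H3K27me3 peaks. Fzd9 on chromosome 5 held 6 and 6 H3K4me3 peaks, 7 and 4 H3K9ac peaks and 5 and 6 H3K27me3 peaks in LLC-NR and LLC-R. In the same order, Wnt2 on chromosome 6 held 7 and 6, 8 and 6, and 7 and 7 peaks of H3K4me3, H3K9ac and H3K27me3. For Cacna1b on chromosome 2, the pairs were 6 and 7, 2 and 4, and 7 and 8 peaks. Fgf18 on chromosome 11 held 7 and 6, 2 and 5, and 6 and 6 peaks, and Cacna1g on the same chromosome held 7 and 7, 3 and 3, and 8 and 7 peaks. Scaled by reads, H3K4me3 was higher in LLC-R in 5 of the 6 promoters, H3K9ac in 5 and H3K27me3 lower in 6, and all 3 changes were found in Cacna1b, Cacna1g, Fgf18 and Wnt2. Among all promoters, 67.9%, 89.6% and 89.3% moved in these directions, respectively, and 58.9% in all 3. Scaled on background windows, H3K4me3 was higher in 1 promoter, H3K9ac in 3 and H3K27me3 lower in 6, and scaled by each library's own peaks the numbers were 3, 3 and 6. All 3 changes were found in 1 promoter on background windows and in 2 by own peaks, against 7.99% and 15.9% of all promoters. Each scaling moves all promoters by the same factor, and a promoter with the same number of peaks in both lines takes the direction of that factor. Without scaling, 1 promoter held more H3K4me3 peaks, 2 more H3K9ac peaks and 2 fewer H3K27me3 peaks. All 3 changes were then found in 0 of the 6, against 0.854% of all promoters. Among 10000 random lists of promoters of like level, the median of the list lay at percentile 36.9 for H3K4me3, 60.9 for H3K9ac and 50.3 for H3K27me3.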

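Of the 116 downregulated genes of Table 1, 63 held fewer H3K4me3 peaks in LLC-R than in LLC-NR, 37 the same number and 16 more. For H3K9ac, 65 held fewer peaks, 34 the same number and 17 more. H3K27me3 peaks were more in 87 of these promoters, the same in 15 and fewer in 14. As shares, 54.3% (95% interval 44.8% to 63.6%) held fewer H3K4me3 peaks against 43.5% of all promoters, and 75.0% (66.1% to 82.6%) more H3K27me3 peaks against 58.4%. Fewer H3K9ac peaks were held by 56.0% (46.5% to 65.2%), an interval that includes the 50.6% of all promoters. All 3 changes together were found in 23 promoters (19.8%, 95% interval 13.0% to 28.3%), and the 13.9% of all promoters lie inside that interval. Scaled by reads, the directions were the other way, with H3K4me3 lower in 29 promoters, H3K9ac lower in 9 and H3K27me3 higher in 13 of the 116, and all 3 together in 0. Among all promoters, 28.1% were lower in H3K4me3, 6.81% lower in H3K9ac and 7.27% higher in H3K27me3 by that scaling. Scaled on background windows, H3K9ac was lower in 65 promoters and H3K27me3 higher in 55, against 50.6% and 36.0% of all promoters, and by each library's own peaks the numbers were the same. For H3K4me3, these scalings differ only in the 37 promoters with the same number of peaks in both lines, which the first places below 0 and the second above it, so they add nothing to the 63 promoters with fewer peaks. All 3 changes together were found in 25 promoters (21.6%) on background windows, against 14.0% of all promoters. By own peaks they were found in 15 (12.9%), against 8.54%. No interval was computed for these shares. Scaled by reads and relative to the median of all promoters, the median log2 ratio of the list was -0.16 for H3K4me3, 0.00 for H3K9ac and 0.07 for H3K27me3. Among random lists of promoters of like level, these medians lay at percentiles 26.3, 20.8 and 65.3. The means of the list, an alternative chosen after the values were seen, lay at percentiles 3.79, 0.53 and 92.1. Under the alternatives, the H3K9ac mean lay outside the central 95% with either other scaling (0.41 in each), any overlap of 1 bp (1.32), the most upstream TSS (1.59) and a pseudocount of 1% (0.40), and inside it with promoters to 1 kb downstream (5.64) and among promoters with a peak in at least 1 library (7.20). The H3K4me3 mean lay outside it with promoters to 1 kb downstream (2.04), any overlap of 1 bp (0.11) and among promoters with a peak (1.17), and inside it with either other scaling (3.68 in each), the most upstream TSS (3.95) and a pseudocount of 1% (5.40). The medians of both marks and both values for H3K27me3 stayed inside it under each of these alternatives. The paper does not say whether these libraries entered the choice of the genes, so it is not known whether the list is independent of them. From the changes of the marks and of expression in angiogenesis related genes, the paper proposes that histone modifications contribute to tumor resistance.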

We further selected some key angiogenesis related factors for further validation using quantitative PCR (Fig 4B). For example, Smad3 is a direct target of VEGF signaling, which is involved in epithelial—mesenchymal transition (EMT) [24]. While VEGF itself is a direct target of NF-kB [25] and Mapk9 [26]. Moreover, Mmp9 is a cell surface protein which is responsible for matrix remodeling during angiogenesis and cell invasion [27]. Although Ptk2 has not been proved to interact with VEGF signaling directly, its receptor, Tie2, is required in angiogenesis [28]. 

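In the sequencing libraries, the promoter of Smad3 (ENSMUSG00000032402.6, minus strand of chromosome 9, TSS at 63605801 of mm9) held 6 H3K4me3 peaks in both lines, 7 H3K9ac peaks in LLC-NR and 6 in LLC-R, and 4 and 5 H3K27me3 peaks. Ptk2 (ENSMUSG00000022607.7, minus strand of chromosome 15, TSS at 73253621) held 7 H3K4me3, 6 H3K9ac and 7 H3K27me3 peaks in each line. For Mapk9 (ENSMUSG00000020366.11, plus strand of chromosome 11, TSS at 49660253), H3K4me3 went from 7 peaks in LLC-NR to 5 in LLC-R, H3K9ac stayed at 6 and H3K27me3 went from 4 to 7. Nfkb1 (ENSMUSG00000028163.8, minus strand of chromosome 3) has its most frequent TSS at 135330763, where the numbers went from 5 to 4 for H3K4me3, from 6 to 5 for H3K9ac and from 4 to 4 for H3K27me3. At the upstream TSS of Nfkb1, 135354510, which lies beside the ChIP-qPCR product, they went from 5 to 5, from 5 to 6 and from 3 to 6. Mmp9 (ENSMUSG00000017737.2, plus strand of chromosome 2) has a TSS at 164766280, where the numbers went from 4 to 5 for H3K4me3, from 6 to 5 for H3K9ac and from 5 to 6 for H3K27me3. A downstream TSS, 164773719, which is nearer to the ChIP-qPCR product, had 7 and 5 H3K4me3 peaks, 7 and 6 H3K9ac peaks, and 7 and 5 H3K27me3 peaks. Over all promoters, the central 95% of the differences between LLC-R and LLC-NR ran from -3 to 2 peaks for H3K4me3 and for H3K9ac and from -2 to 4 peaks for H3K27me3, and each of the changes above lies inside that range.

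**Figure D3:**
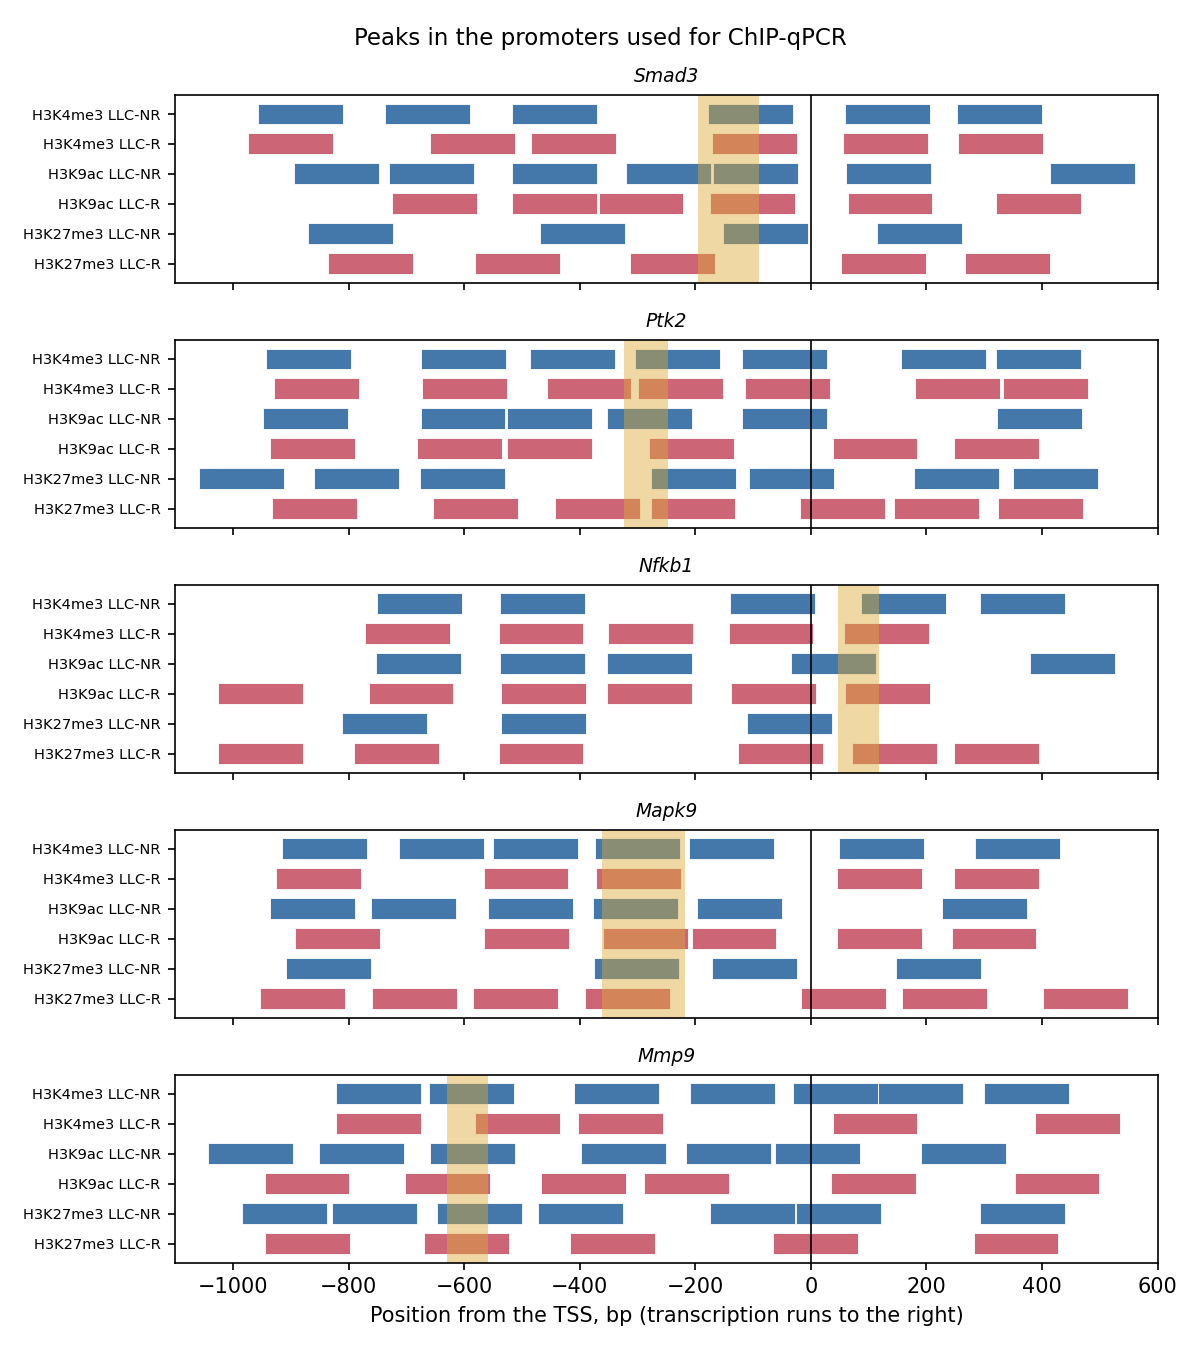
Positions of the peaks (bars, 147 bp each) from the TSS nearest to the ChIP-qPCR product of each gene, in bp, in LLC-NR (blue) and LLC-R (red), with the product in yellow. Mapk9 has 7 H3K4me3 peaks in LLC-NR and 5 in LLC-R, and the product of each gene lies within 1 kb upstream or 0.5 kb downstream of the TSS shown.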

Histone modification changes at promoters in most of these selected genes are consistent with the sequencing results.

**Fig 4:**
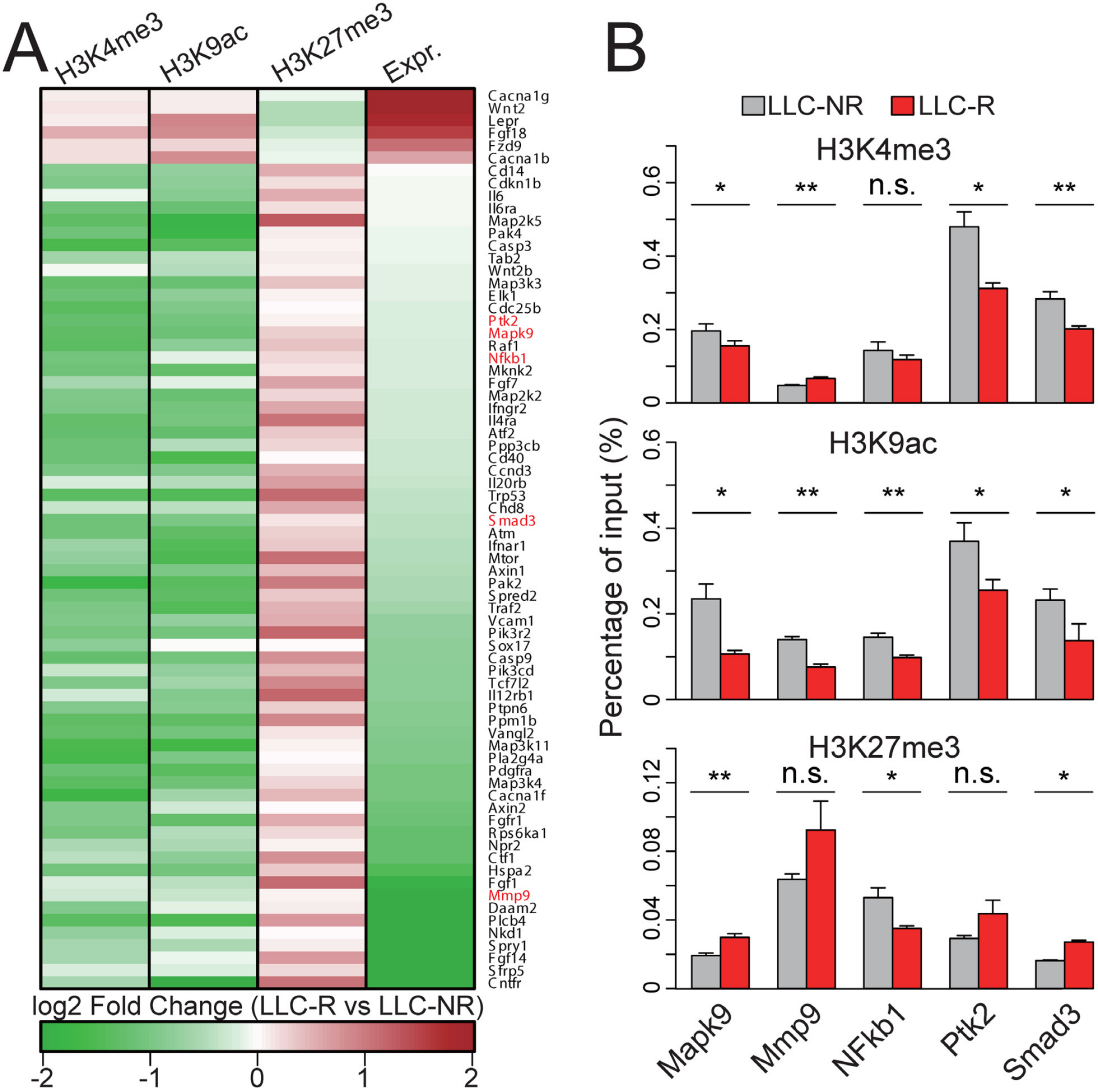
Histone modification state changes correlate with expression of angiogenesis-related genes. (A) Heatmaps show the fold changes of histone modifications in the promoters (-1 kb to +0.5 kb around TSS) of angiogenesis-related genes and their expression fold change. Genes selected for experimental validation are highlighted in red. (B) Quantification of histone modification occupancy in the promoters of selected genes by ChIP-qPCR. (** *p*-value ≤ 0.01, * *p*-value ≤ 0.05, n.s. *p*-value > 0.05, Student’s *t* test.)

**Table 1:** Association of gene expression with histone modifications in drug-resistance isograft samples (LLC-R).

Gene pathway	Upregulated in LLC-R	Downregulated in LLC-R
**JAK-STAT pathway**	Lepr	Cntfr,Spry1,Ctf1,Ptpn6,Il12rb1,Pik3cd,Pik3r2,Spred2,Ifnar1,Socs5,Tyk2,Il20rb,Ccnd3,Il4ra,Ifngr2,Il6ra,Il6
**Wnt pathway**	Fzd9,Wnt2	Sfrp5,Nkd1,Plcb4,Daam2,Axin2,Vangl2,Tcf7l2,Sox17,Ctnnbip1,Axin1,Smad3,Chd8,Trp53,Fzd1,Ccnd3,Ppp3cb,Nfatc3,Lrp6,Mapk9,Ruvbl1,Wnt2b,Camk2g,Rac3,Nlk,Rhoa,Fbxw11,Csnk2b,Dvl1
**VEGF pathway**		Npr2,Pla2g4a,Pik3cd,Casp9,Pik3r2,Ppp3cb,Map2k2,Raf1,Ptk2,Rac3
**MAPK pathway**	Cacna1b, Fgf18, Cacna1g	Fgf14,Fgf1,Hspa2,Rps6ka1,Fgfr1,Cacna1f,Map3k4,Pdgfra,Ptpn7,Pla2g4a,Map3k11,Ppm1b,Hspa1b,Bdnf,Gna12,Mecom,Traf2,Pak2,Map4k4,Rasa1,Trp53,Flna,Map4k1,Ppp3cb,Atf2,Rasa2,Nfatc3,Map2k2,Fgf7,Taok2,Mknk2,Nfkb1,Raf1,Mapk9,Dusp10,Cdc25b,Elk1,Map3k3,Arrb2,Tab2,Casp3,Gadd45g,Rac3,Mknk1,Nlk,Map2k5,Cd14,Stk4,Mapk8ip3,Taok1
**ERBB pathway**		Pik3cd,Pik3r2,Pak2,Mtor,Nck2,Map2k2,Raf1,Abl2,Mapk9,Ptk2,Gab1,Elk1,Camk2g,Abl1,Pak4,Cdkn1b,Shc4
**NF-κB pathway**		Vcam1,Birc3,Traf2,Myd88,Btk,Icam1,Lrdd,Atm,Cd40,Xiap,Nfkb1,Ly96,Birc2,Tab2,Ube2i,Cflar,Cd14,Csnk2b
**Other genes related to angiogenesis**		Mmp9,Ifnar1,Zeb2,Smad3,Vim,Cope

Taken together, our results suggest that histone modifications not only serve as predictive marks for gene expression but also contribute tumor resistance to VEGF-therapy through regulating angiogenesis related genes. Our findings shed new insights on the mechanisms underlying tumor resistance to prolonged anti-VEGF treatment and suggest a potential alternative to restore tumor sensitivity through epigenetic regulation.

## Discussion

The epigenetic drivers of tumor drug resistance have been widely recognized in a variety of cancer types. In NSCLC, it is reported that histone demethylases are required during establishment of drug tolerance, while histone deacetylases (HDAC) activity is also related to the development of drug resistance [29]. In another study in NSCLC and neuroblastoma cell lines, Hajji et al. employed HDAC inhibitors to investigate the drug resistance mechanisms and found that both the deacetylase hMOF and its target H4K16ac play key roles in sensitivity of drug resistant calls [30]. Besides, H3K9 methylation is critical to the initial step of lymphomagenesis, therefore its methyltransferase Suv39h1 may be important to lymphomas senesce after drug therapy [31].

Inspired by the previous studies, we explored the role of histone modification in association and regulation of drug resistance using a Lewis lung carcinoma mouse isograft model with ChIP-seq and bioinformatics analyses. It was found that histone modification status was altered in some sets of genes with specific functions during tumor resistance, particularly angiogenesis-related pathway genes. These findings indicate that histone modifications in these genes likely contribute to drug resistance in Lewis lung carcinoma isograft tissues. However, further study is needed to verify expression of angiogenesis genes for association with drug resistance (specially, the VEGF inhibitor-induced resistance in LLC cells) and investigate the underlying molecular mechanisms by which angiogenesis genes lead to drug resistance.

ChIP-seq technique is a method to analyze protein interactions with DNA [32, 33]; thus, to analyze how histone modifications, transcription factors and other chromatin-associated proteins influence phenotype-affecting mechanisms. The present study utilized four different antibodies to recognize histone modifications to analyze how histone modifications regulate gene expression for association with drug-resistance according to a previous study which evaluated genomic maps and comparative analysis of histone modifications in human and mouse [34]. Notably, different histone modifications, such as H3K4me3, H3K27me3, H3K36me3, and H3K9ac have a different effect on gene expression, i.e. H3K4me3 and H3K36me3 associate with initiation and elongation of RNA polymerase II respectively, and both are indicative of actively transcribed genes [35, 36]. H3K9ac is another marker for transcriptionally active chromatin which plays key roles in pluripotency [37]. Whereas, H3K27me3 is a known marker of gene repression [38]. Thus, in the present study, we utilized specific antibodies that can recognize these four different histone modifications to identify genes or gene pathways for association with drug resistance in both drug-sensitive and resistance lung cancer cell isograft tissues. We performed bioinformatics approaches to predict the enriched region and occupancy of each histone modification in whole genome. And further analysis indicated that changed chromatin states affected the promoter activity of angiogenesis related genes.

Previous studies have associated expression of angiogenesis related genes with lung cancer development and progression [39], whereas angiogenesis inhibitors were effective in treatment of advanced NSCLC [40]. Moreover, it was reported that increased VEGFR-2 copy number was associated with chemo-resistance and shorter survival in NSCLC patients who receive adjuvant chemotherapy [41], while another recent study showed that capsaicin, an active component of chili peppers, was able to restrain angiogenesis to achieve more efficient and cogent therapy of resistant NSCLC cells. Capsaicin treatment induced activation of p53-SMAR1 auto-regulatory loop to repress COX-2 expression that restrained HIF-1α nuclear localization, which consequently downregulated VEGF expression to stop endothelial cell migration and network formation, pre-requisites of angiogenesis in tumor micro-environment in NSCLC cells [42]. These results revealed that drug-resistant lung cancer isograft tissue expressed high levels of angiogenesis-related genes. Moreover, some other pathways were also identified in the present study, such as the MAPK, p53, Wnt, JAK-STAT, ERBB, NF-κB, and ubiquitin mediated proteolysis signaling pathways, which altered during the process of drug-resistance of murine lung cancer isografts *in vivo*.

However, the present study is just proof-of-principle and there are some limitations; for example, the drug-resistant LLC cell subline was generated by treatment of parental LLC cells with a potent VEGF inhibitor, VEGF-Trap, through repeated in vivo selections, which is mostly limited to angiogenesis-related gene alterations. Although other gene pathways identified simultaneously, the conclusion may not be general to other drug-resistance. Moreover, the present study only limitedly verified the ChIP-seq data using qPCR and there is a big room for further in-depth analysis. In summary, the present study identified and evaluated the role of histone modifications in regulation of VEGF inhibitor-resistance of LLC cells. Future study will be designed to investigate the underlying molecular mechanisms by which expression of angiogenesis genes lead to VEGF inhibitor-induced drug resistance.

## Supporting Information

S1 Table Statistics of read mapping results. (DOC) Click here for additional data file.

S2 Table Primers used for ChIP-qPCR. (DOC) Click here for additional data file.

# Supplementary material for: Profiling Analysis of Histone Modifications and Gene Expression in Lewis Lung Carcinoma Murine Cells Resistant to Anti-VEGF Treatment
**Source:** PLoS One. 2016 Jun 30;11(6):e0158214. doi: 10.1371/journal.pone.0158214
**Supplement:** S1 Table

**S1 Table. Statistics of read mapping results.**

| **ChIP data** | **Samples** | **Total Read** | **Uniquely mapped** | **Percentage of Uniquely mapped (%)** |
| --- | --- | --- | --- | --- |
| **H3K4me3** | LLC-NR | 24,894,974 | 14,647,219 | 58.84 |
| LLC-R | 22,406,188 | 12,127,176 | 54.12 |
| **H3K9ac** | LLC-NR | 58,276,318 | 48,114,878 | 82.56 |
| LLC-R | 36,846,363 | 27,556,122 | 74.79 |
| **H3K27me3** | LLC-NR | 32,560,362 | 25,509,157 | 78.34 |
| LLC-R | 76,191,384 | 54,675,851 | 71.76 |
| **H3K36me3** | LLC-NR | 25,493,484 | 18,638,183 | 73.11 |
| LLC-R | 62,024,358 | 43,248,700 | 69.73 |

LLC-NR, drug-sensitive isograft samples; LLC-R, drug-resistant isograft samples.

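The reads of S1 Table and the deposited peaks do not rise in proportion. From LLC-NR to LLC-R, uniquely mapped reads changed 0.828-fold for H3K4me3, 0.573-fold for H3K9ac, 2.14-fold for H3K27me3 and 2.32-fold for H3K36me3, while the number of peaks changed 0.997-fold, 0.919-fold, 1.26-fold and 1.36-fold. There were from 2.14 reads per peak in the H3K4me3 library of LLC-R to 6.01 in the H3K27me3 library of LLC-R. The primer pairs listed for ChIP-qPCR each have 1 product in the mm9 genome when both primers match exactly. The Smad3 product spans 63605890 to 63605996 on chromosome 9, upstream of the gene, from -195 to -89 bp of the TSS, and has the sequence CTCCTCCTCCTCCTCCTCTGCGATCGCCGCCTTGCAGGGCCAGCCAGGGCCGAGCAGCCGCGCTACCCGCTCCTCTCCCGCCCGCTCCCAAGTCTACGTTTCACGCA. Its forward primer matches 192 places in the genome, and its reverse primer 1. The Ptk2 product lies at 73253868 to 73253945 on chromosome 15, from -324 to -247 bp of the TSS, and reads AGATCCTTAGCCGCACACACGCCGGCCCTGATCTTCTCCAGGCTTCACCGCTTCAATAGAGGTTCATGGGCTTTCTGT. For Mapk9, the product is at 49659892 to 49660036 on chromosome 11, from -361 to -217 bp of the TSS, with the sequence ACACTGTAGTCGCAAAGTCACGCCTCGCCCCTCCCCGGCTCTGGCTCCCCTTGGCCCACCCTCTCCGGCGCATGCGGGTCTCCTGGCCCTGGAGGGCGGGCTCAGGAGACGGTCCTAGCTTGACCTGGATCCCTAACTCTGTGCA. The Nfkb1 product, at 135354392 to 135354463 on chromosome 3, lies in the untranslated part of the first exon of the transcript that starts at 135354510, from 47 to 118 bp downstream of that TSS, and reads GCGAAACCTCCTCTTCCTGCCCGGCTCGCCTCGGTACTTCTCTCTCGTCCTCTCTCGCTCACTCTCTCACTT. The Mmp9 product, at 164773090 to 164773161 on chromosome 2, lies in an intron of the transcript that starts at 164766280 and from -629 to -558 bp of the TSS at 164773719, and reads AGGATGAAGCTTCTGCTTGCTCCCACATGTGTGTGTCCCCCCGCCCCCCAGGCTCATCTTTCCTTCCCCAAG. Sequences are given on the plus strand.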

**S2 Table. Primers used for ChIP-qPCR.**

| **Gene** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| **Smad3** | 5'-CTCCTCCTCCTCCTCCTCTG-3' | 5'-TGCGTGAAACGTAGACTTGG-3' |
| **Ptk2** | 5'-AGATCCTTAGCCGCACACAC-3' | 5'-ACAGAAAGCCCATGAACCTC-3' |
| **Nfkb1** | 5'-GCGAAACCTCCTCTTCCTG-3' | 5'-AAGTGAGAGAGTGAGCGAGAGAG-3' |
| **Mapk9** | 5'-ACACTGTAGTCGCAAAGTCACG-3' | 5'-TGCACAGAGTTAGGGATCCAG-3' |
| **Mmp9** | 5'-AGGATGAAGCTTCTGCTTGC-3' | 5'-CTTGGGGAAGGAAAGATGAG-3' |

How the deposited data were processed for this re-analysis (not part of the article)

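The files hold ChIP-seq peaks of H3K4me3, H3K9ac, H3K27me3 and H3K36me3 in isografts of LLC-NR (sensitive to VEGF-Trap) and LLC-R (resistant) Lewis lung carcinoma cells, with 1 library per line and mark and 8 libraries in all. The authors mapped reads to mm9 with Bowtie, kept uniquely mapped reads and called peaks in each library with GeneTrack. The settings of GeneTrack are not named in the paper's text. Each file lists the start and end of peaks in base pairs. All peaks are 147 bp wide, none overlaps another peak of the same library, and no file holds a height, an occupancy or a strand. No input or IgG library was used here.

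The analysis had been planned on the summed occupancy of peaks. Since the files give positions only, the number of peaks was used for every result, and the alternatives that select peaks by height were not run. A number of peaks cannot rise above the number of nucleosome-sized intervals that fit in a region, so it responds less than occupancy to a change in signal.

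Gene models were taken from GENCODE vM1 and the sequence from NCBIM37, the same assembly as mm9. The 22359 protein-coding genes on chromosomes 1 to 19, X and Y were each given the TSS shared by most transcripts, and the upstream one where transcripts tied. Promoters run from 1 kb upstream to 0.5 kb downstream of the TSS, and a peak counted when its midpoint was inside. HCPs, ICPs and LCPs were assigned from the sequence by the rule of the methods, with 500-bp intervals, a G/C content of 55% and CpG O/E ratios of 0.6 and 0.4. Background windows were 1486568 intervals of 1.5 kb at least 5 kb from any TSS, with a peak in at least 1 library. Promoters without a peak in any library were kept. H3K36me3 was counted per kb from 0.5 kb to 3 kb downstream of the TSS.

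Levels in LLC-R and LLC-NR were compared after division by the uniquely mapped reads of S1 Table. The alternatives divide by the peaks of the library or by the mean of the background windows. The mean of the windows was used where the median had been planned, because medians of numbers of peaks are whole numbers. Log2 ratios of single promoters have a pseudocount of 10% of the mean of all promoters.

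Promoter states follow the legend of Fig 2, with the mean over all promoters as threshold. The rule of the methods, with 2 times the mean for active marks, had been planned as the main rule. It gave 0 active and 0 bivalent promoters because no promoter holds that many peaks, and the legend's rule, which had been planned as the second choice, was reported after this was seen. For the same reason, the planned naming of the promoters with the largest rise or fall among those at 2 times the mean gave no promoter. The genes named are the 5 genes of the ChIP-qPCR, the 6 upregulated genes of Table 1, and Vegfc, Vegfa, Kdr and Tek.

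Shares of promoters have exact Clopper-Pearson 95% intervals, which cover counting error only. Ratios of mean levels have intervals from 1000 resamplings of whole chromosomes. Neither stands for the variation between tumors, which these libraries do not measure, and no p-value between LLC-NR and LLC-R is given. Gene lists were compared with 10000 random lists of the same size drawn from promoters of like level in 20 bins, with a fixed seed. The lists were the upregulated and downregulated genes of Table 1 and marker lists of leukocytes, endothelial cells and fibroblasts.

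Chromosomes were compared by their share of the peaks of each library, and bins of 2 Mb with at least 500 peaks in every library by the log2 ratio of these shares. A segment is a run of at least 3 adjacent bins whose H3K4me3 ratio lies outside the central 95% of bins on the same side. The other marks were not used to choose segments; this rule replaced a first one that asked all 4 marks to move together, whose result had been seen. A trend on G+C content was taken out of each mark as a check. Peaks inside the promoters of a segment were compared with those of all promoters, with intervals from counting error, after the segments had been seen.

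Counting, states and CpG classes were checked against direct counts on simulated data. In 50 simulated lists of the size of the downregulated list, numbers of H3K4me3 peaks were changed by a factor of 0.8. The mean lay outside the central 95% of random lists, in the expected direction, in 47. Without a change, the mean lay outside the central 95%, in either direction, in 2 of 50. These numbers hold for H3K4me3 only, and the 47 for the expected direction only.

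Alternatives covered the scaling, the promoter region, the overlap that counts a peak, the TSS, the region searched for CpG intervals, the thresholds for states, the pseudocount, the H3K36me3 region, the length of genes and the exclusion of promoters from chromosome shares. Gene expression, the functional terms of Fig 3C and ChIP-qPCR values were not analysed here. The analysis used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9.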

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

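The comparison of chromosomes was planned, and the tests of explanations in this part were chosen only after the result was seen.

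The Y chromosome, on which the paper does not report, held 1497 H3K4me3 peaks in LLC-R and 76 in LLC-NR. H3K9ac had 1993 peaks there in LLC-R and 328 in LLC-NR. H3K27me3 had 2786 in LLC-R and 85 in LLC-NR, and H3K36me3 had 3205 and 48. These results stand out because they lie in a region outside those the paper discusses, and the numbers in LLC-R are far above those in LLC-NR. As a share of the peaks of the library, the log2 ratio of LLC-R to LLC-NR was 4.30 (95% interval 3.97 to 4.64, counting error only) for H3K4me3, 2.73 (2.56 to 2.89) for H3K9ac, 4.71 (4.39 to 5.02) for H3K27me3 and 5.62 (5.21 to 6.03) for H3K36me3. Per Mb of known sequence, the Y chromosome had from 33.2% to 43.7% of the density of the X chromosome in the LLC-R libraries and from 0.959% to 5.00% in the LLC-NR libraries.

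A difference in library depth is argued against by H3K4me3, which has fewer reads in LLC-R and yet 19.7 times the Y chromosome peaks. Reads of X chromosome homologs placed on the Y chromosome are argued against by the X homologs of 7 Y genes, whose H3K4me3 peaks changed 0.904-fold while those of the Y genes went from 6 to 329. A single mislabelled library is argued against by the lowest number in LLC-R, 1497, which is above the highest in LLC-NR, 328. The host mice were female, so host cells bring no Y chromosome to either tumor.

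Which line has the Y chromosome peaks stays open. An exchange of the whole set of libraries between the lines would turn the direction, but the difference between the sets would remain. It was not excluded, because the highest number in an LLC-NR library, 328, and the other values here follow the names of the lines and nothing else separates those names. A loss of the Y chromosome in the LLC-NR cells, or in the cells they came from, and a different origin of the 2 lines may give such a difference. These were not tested.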

How the results depend on the processing

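The alternatives were set before the data were examined, except 3 that were chosen after the values were seen: the LLC-NR mean as threshold scaled by each library's own peaks, promoters with a peak in at least 1 library, and the mean of a gene list in place of its median. No paired analysis was possible because each line and mark has 1 library. Alternatives that need peak heights (peaks at or above the median of their library, equal numbers of the highest peaks) were not run, the number of peaks served for every result, and windows in place of promoters were not needed. For the changes below, the cause was not tested unless one is given.

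With the most upstream TSS, the 42 main results it could change stayed within their intervals, or within 1.5 times for counts. The main TSS is already the upstream one where transcripts tied, so this alternative changes only part of the promoters and is a weak check. The median as threshold was no test. Each median is the whole number next above the mean, so no promoter was called otherwise and its 18 main results are the same by construction. Peaks outside promoters leave out few peaks and could hardly change the 5 main results on chromosomes, among them the Y chromosome ratios and the count of 1 chromosome with all 4 marks changed alike. The order of H3K4me3 and H3K9ac from HCPs to LCPs does not depend on the scaling, which multiplies each library by 1 factor.

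Scaled by each library's own peaks, the H3K4me3 log2 ratio of LLC-R to LLC-NR turned from positive to -0.11 in HCPs, -0.062 in ICPs, -0.043 in LCPs and -0.089 in all promoters. H3K9ac turned to -0.038, -0.022, -0.012 and -0.029. H3K27me3 kept its sign at -0.075 in HCPs, -0.077 in ICPs and -0.059 in LCPs, and the H3K9ac median of the downregulated list moved from 0.00 to -0.027. Scaled on background windows, H3K4me3 turned to -0.12, -0.071, -0.052 and -0.098 in HCPs, ICPs, LCPs and all promoters, H3K9ac to -0.040, -0.024, -0.014 and -0.030, H3K27me3 was at -0.077, -0.079 and -0.061, and the H3K9ac median of the list at -0.027. By construction, these scalings differ from the main one by 1 factor per mark, the ratio of reads to peaks or to background peaks.

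With promoters to 1 kb downstream, H3K9ac in HCPs was at 0.66 and H3K27me3 at -0.82. Active shares were 35.1% of HCPs and 9.80% of LCPs in LLC-NR and 42.1% and 12.8% in LLC-R, so that the order of the lines turned. Of HCPs active in LLC-NR, 66.8% were active in LLC-R and of LCPs 34.0%, and of those active in LLC-R, 55.6% and 26.0% were active in LLC-NR. Bivalent HCPs became active in 31.9%, repressive LCPs lost H3K27me3 in 34.4% and LCPs with no state became active in 5.49%. The H3K36me3 difference between active and repressive genes was 0.48 for LCPs of LLC-NR and 0.38 for HCPs of LLC-R. The H3K4me3 median of the upregulated list moved from -0.09 to 0.14.

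With any overlap of 1 bp, active shares were 30.8% of HCPs and 8.55% of LCPs in LLC-NR and 23.8% and 5.44% in LLC-R. Promoters active in LLC-NR were active in LLC-R in 43.8% of HCPs and 19.0% of LCPs, and in the reverse direction in 56.7% of HCPs. Bivalent promoters became active in 16.6% of HCPs and 3.86% of LCPs, repressive ones lost H3K27me3 in 9.22% and 16.4%, and those with no state became active in 13.7% and 4.03%. The H3K36me3 difference was 0.83 for HCPs and 0.43 for LCPs of LLC-NR and 0.36 for HCPs of LLC-R.

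CpG intervals from 0.5 kb upstream to 2 kb downstream gave active shares of HCPs of 39.4% in LLC-NR and 37.7% in LLC-R. Active marks at or above 2 times the mean left active shares of 0% in HCPs and LCPs of both lines and 0% of promoters with no state becoming active in both classes, because no promoter holds that many peaks. Repressive promoters then lost H3K27me3 in 26.8% of HCPs and 19.3% of LCPs. The order turned, but every promoter with H3K27me3 at or above its mean counts as repressive there, so the sets differ and the order is not tested.

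With the LLC-NR mean as threshold in both samples, active shares in LLC-R were 96.5% of HCPs and 76.1% of LCPs. Promoters active in LLC-NR were active in LLC-R in 99.1% of HCPs and 94.2% of LCPs, and in the reverse direction in 41.4% and 19.4%. Bivalent promoters became active in 98.6% and 97.6%, repressive ones lost H3K27me3 in 100% of both classes and those with no state became active in 45.2% and 32.4%. These values are no test of the states of LLC-R. The threshold lies there at 9.77 H3K27me3 peaks, above the highest number of 9, so no promoter of LLC-R can be bivalent or repressive and the 100% follows from it. The same threshold scaled by each library's own peaks gave active shares in LLC-R of 36.8% and 9.45%, 56.2% and 23.1% of active promoters of LLC-NR active in LLC-R, and 38.3% of LCPs active in LLC-R active in LLC-NR. It gave 8.67% of bivalent LCPs, 11.6% of HCPs with no state and 4.41% of LCPs with no state becoming active.

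Among promoters with a peak in at least 1 library, active shares were 38.1% of HCPs in LLC-NR and 37.0% of HCPs and 10.1% of LCPs in LLC-R. Promoters active in LLC-NR were active in LLC-R in 56.9% of HCPs and 23.2% of LCPs, and in the reverse direction in 58.5% of HCPs. Bivalent LCPs became active in 8.60%, and promoters with no state in 29.2% of HCPs and 6.63% of LCPs.

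A pseudocount of 1% moved the H3K4me3 median of the downregulated list to -0.19. By the mean in place of the median, the H3K9ac percentile of that list was 0.53 against 20.8. Over the whole gene body, the H3K36me3 difference was 1.10 for HCPs and 0.60 for LCPs of LLC-NR and 0.22 for LCPs of LLC-R. In genes of at least 3 kb it was 0.22 for LCPs of LLC-R.

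Other results, such as the remaining states and transitions, also moved, in 77 cases with the longer promoter, 66 with any overlap, 42 with 2 times the mean, 51 with the LLC-NR mean, 53 with that mean scaled by own peaks and 52 among promoters with a peak. Numbers of peaks of 0 to 9 per promoter limit every result on single promoters, where a change of 1 peak is the smallest that can be seen.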

Differences from the paper's values

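The alternatives in this part were set before the data were examined, but the legend's rule for promoter states was taken as the reported rule only after the rule of the methods had given no active promoters. Of these alternatives, the LLC-NR mean as threshold in both samples lies at 9.77 H3K27me3 peaks in LLC-R, above the highest number of 9, so under it no promoter of LLC-R can be bivalent or repressive. Its shares are given below, but they follow from that limit and account for no gap. The median as threshold left every call the same and closes no gap.

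The number of LCPs was 6325, against the paper's 2,543. With the most upstream TSS it was 6263 and with CpG intervals from 0.5 kb upstream to 2 kb downstream 5146, so neither alternative closed the gap. Each class of the paper, which took its classes from an earlier study, is smaller than here, so its promoters are fewer than the 22359 used here. Neither alternative changes the set of genes, and the part of that set in the gap was not tested. The shares below are compared over these unlike sets. The numbers of HCPs and ICPs, 12115 and 3919, are within 1.5 times the paper's.

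Of bivalent HCPs in LLC-NR, 26.3% were active in LLC-R, and of bivalent LCPs 13.1%, against the paper's 80% for both. With the LLC-NR mean as threshold in both samples, the shares were 98.6% and 97.6%, within 1.5 times the paper's value only because bivalent promoters cannot exist in LLC-R under it. The longer promoter, the overlap of 1 bp, the most upstream TSS and the other CpG intervals did not close the gap.

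Active HCPs made up 38.6% of HCPs in LLC-R, against the paper's value of about 74% in Fig 2A, read by eye. With the LLC-NR mean as threshold in both samples the share was 96.5%, within 1.5 times the paper's, with the limit on H3K27me3 given above, and the other alternatives did not reach it. Active LCPs made up 15.7% of LCPs in LLC-NR, against about 6% in Fig 2A, read by eye. With any overlap of 1 bp counting as a peak in the promoter the share was 8.55%, within 1.5 times, and no other alternative closed the gap.

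Of the HCPs active in LLC-NR, 58.9% were active in LLC-R, and of the LCPs 30.6%, against the paper's values of about 100% for both in Fig 3A, read by eye. The LLC-NR mean as threshold in both samples gave 99.1% and 94.2%, where active promoters had no way to turn bivalent. A promoter region to 1 kb downstream gave 66.8% of HCPs, within 1.5 times. The remaining alternatives did not close the gap, nor did the longer region for LCPs, at 34.0%.

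Of repressive promoters in LLC-NR, H3K27me3 fell below its mean in 21.5% of HCPs and 30.2% of LCPs, against the paper's values of about 48% and about 59% in Fig 3A, read by eye. No alternative closed either gap, and the LLC-NR mean as threshold in both samples gives 100% by construction.

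Of promoters with no state in LLC-NR, 17.7% of HCPs and 9.60% of LCPs were active in LLC-R, against the paper's values of about 64% and about 18% in Fig 3A, read by eye. The LLC-NR mean as threshold in both samples gave 45.2% of HCPs, within 1.5 times, and 32.4% of LCPs, which is past the paper's value, again with no H3K27me3 call possible in LLC-R. No other alternative closed either gap.

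The paper states that every promoter active in LLC-R is active in LLC-NR. Here 61.4% of such HCPs and 32.0% of such LCPs were. It shows a larger active share in LLC-R than in LLC-NR in Fig 2A. Here the active share of HCPs was 40.3% in LLC-NR and 38.6% in LLC-R, and that of LCPs 15.7% and 15.0%. With the promoter region to 1 kb downstream the shares rose from LLC-NR to LLC-R, from 35.1% to 42.1% of HCPs and from 9.80% to 12.8% of LCPs, and with the LLC-NR mean as threshold in both samples they rose as well, with the limit on H3K27me3 given above.

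The paper states that the remaining bivalent promoters stay bivalent. Here 3.34% of bivalent HCPs turned repressive and 0.918% lost every call, and of bivalent LCPs 8.48% and 2.76% did. It states that active and bivalent promoters change alike in HCPs and LCPs, while here 58.9% of active HCPs and 30.6% of active LCPs stayed active.

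H3K36me3 is highest at active promoters in the paper. In LLC-R it was higher at bivalent promoters among LCPs, with 3.79 (standard error across genes 0.0114) against 3.66 (0.0244) peaks per kb. HCPs of both lines and ICPs of LLC-NR followed the paper's order. Those ICPs had 3.04 (0.0327) peaks per kb when active and 2.77 (0.0179) when bivalent. Active and bivalent genes were close in LCPs of LLC-NR, at 2.77 and 2.71, and in ICPs of LLC-R, at 3.81 and 3.84.

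For upregulated genes of Table 1, the paper states more of the active marks and less H3K27me3 in LLC-R. Whether the 6 genes differ from this depends on the scaling. Scaled by reads, 5 were higher in H3K4me3, 5 higher in H3K9ac and 6 lower in H3K27me3, as were 67.9%, 89.6% and 89.3% of all promoters. Without scaling, the numbers were 1, 2 and 2.

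For downregulated genes of Table 1, the paper states less of the active marks and more H3K27me3. Scaled by reads, 87 of the 116 genes were higher in H3K4me3, 107 were higher in H3K9ac and 103 were lower in H3K27me3. By that scaling most of all promoters moved the same way, at 67.9%, 89.6% and 89.3%. Without scaling, 63 of the genes held fewer H3K4me3 peaks, 65 fewer H3K9ac peaks and 87 more H3K27me3 peaks.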

Other observations

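The marker lists and the comparison of chromosomes were planned, and the tests of explanations in this part, the segments of chromosomes and the rule that defines them were chosen only after the result was seen.

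H3K4me3 and H3K9ac were higher and H3K27me3 lower in LLC-R when scaled by reads, and a candidate explanation is the division of a saturating peak number by the library depth. The windows far from promoters moved as promoters did, with log2 ratios of 0.68 for H3K9ac, 0.28 for H3K4me3 and -0.77 for H3K27me3, against 0.65, 0.18 and -0.84 for all promoters. The number of reads changed more than the number of peaks in all 4 marks. The values are consistent with this explanation for the sign of the active marks and for most of the size of the H3K27me3 change, and it concerns numbers of peaks, not the occupancy that the paper used. For H3K27me3 a ratio of -0.073 remained in all promoters after scaling on background windows. That scaling applies a common factor and does not remove saturation that differs between promoters and windows. The remainder is therefore not shown to lie outside this explanation. H3K36me3, which also has more reads in LLC-R, was at 0.19 in all promoters under the same scaling.

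Among 1276 bins of 2 Mb, 8 segments were outside the central 95% of the H3K4me3 ratios, 3 lower and 5 higher in LLC-R. The largest change was on chromosome 16 from 20000001 to 36000000, a segment with 139 protein-coding genes, where the mean log2 ratio was -0.40 for H3K4me3, -0.14 for H3K9ac, -0.21 for H3K27me3 and -0.29 for H3K36me3. The other lower segments were on chromosomes 15 and 19, and the higher ones on chromosomes 5 and 18. In 8 of the 8 segments the 3 other marks moved the same way as H3K4me3, but only on chromosome 16 did all of these also lie outside their own central 95%.

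For the chromosome 16 segment, G+C content as the whole cause is argued against by the H3K4me3 ratio of -0.40 after the trend was taken out, with all 4 marks still outside the central 95%. In the other 7 segments from 1 to 3 marks stayed outside it. Library depth is argued against by the H3K27me3 ratio of -0.21, a fall in a mark with more reads in LLC-R, alongside the fall in H3K4me3, which has fewer. A change of 1 histone mark is argued against by the H3K36me3 ratio of -0.29. A difference in DNA copy number between the tumors may account for it, and stays open. It would lower peaks inside promoters as well. Relative to all promoters, these were at -0.16 for H3K4me3 (95% interval -0.31 to -0.0045, counting error only), -0.085 for H3K9ac (-0.23 to 0.061), -0.19 for H3K27me3 (-0.34 to -0.043) and -0.18 for H3K36me3 (-0.35 to -0.013), so H3K9ac does not settle it. Other causes that act on a whole region were not tested, no DNA input was used, and an exchange of libraries between the lines would turn the sign.

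Whole chromosomes were compared as well. Chromosome 18 had a larger share of peaks in LLC-R in the 4 marks, with log2 ratios of 0.20 for H3K4me3, 0.10 for H3K9ac, 0.12 for H3K27me3 and 0.16 for H3K36me3. The Y chromosome was the only one on which all 4 marks moved the same way by at least 0.1, since H3K9ac on chromosome 18 was just short of it.

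The downregulated genes of Table 1 had a mean H3K9ac ratio at percentile 0.53 of random lists of like level. The median of the list lay at percentile 20.8, inside the central 95%. The mean stayed outside it with either other scaling (0.41 in each), any overlap of 1 bp (1.32), the most upstream TSS (1.59) and a pseudocount of 1% (0.40), and was inside it with promoters to 1 kb downstream (5.64) and among promoters with a peak in at least 1 library (7.20). That 88 of the 116 promoters are HCPs may contribute, and stays open. Among random lists of the same CpG class and level the mean lay at percentile 1.17. It was outside the central 95% there with either other scaling (1.07 in each), promoters to 1 kb downstream (1.51), any overlap of 1 bp (1.62) and a pseudocount of 1% (0.52), and inside it with the most upstream TSS (5.15) and among promoters with a peak in at least 1 library (5.18). The paper does not say whether these libraries entered the choice of the genes, so a biological difference and the choice itself both stay open as well.

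A different share of host cells in the isografts may exist and stays open, since the marker lists gave no common direction. The leukocyte list (12 genes) had its median at percentile 3.15 for H3K4me3, 8.30 for H3K9ac and 63.1 for H3K27me3. The endothelial list (8 genes) was at 39.3, 86.4 and 2.68, and the fibroblast list (6 genes) at 54.8, 10.6 and 51.1. The H3K9ac median of the fibroblast list was outside the central 95% with promoters to 1 kb downstream (1.38) and among promoters with a peak in at least 1 library (0.075), and its mean was at percentile 0.04. The mean was inside it only with any overlap of 1 bp (6.13). The H3K27me3 median of the endothelial list was at 0.77 with the most upstream TSS, and the H3K9ac mean of the leukocyte list at 2.03 among promoters with a peak. No list lay outside the central 95% for both active marks under any setting, and with 6 to 12 genes and whole numbers of peaks these lists are too short to tell a small share of host cells. Kdr and Tek are also named by the paper, and none of the genes is in Table 1.

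Promoters of genes the paper names outside Table 1 held the following peaks in LLC-NR and LLC-R. Vegfa had 6 and 5 H3K4me3 peaks, 6 and 6 H3K9ac peaks and 6 and 4 H3K27me3 peaks. For Vegfc the numbers were 5 and 6, 6 and 5, and 7 and 8. Kdr had 6 and 4, 6 and 6, and 7 and 5, and Tek 3 and 5, 6 and 5, and 6 and 7.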
